# Transcriptomic and proteomic analyses of genetic factors influencing adductor muscle coloration in QN Orange scallops

**DOI:** 10.1186/s12864-019-5717-y

**Published:** 2019-05-09

**Authors:** Junlin Song, Chunde Wang

**Keywords:** Transcriptome, Proteome, Adductor muscle color, QN Orange scallop

## Abstract

**Background:**

Color polymorphism, a high-valued trait, is frequently observed in molluscan shellfish. The QN Orange scallop, a new scallop strain successively selected from the interspecific hybrids of the bay scallop (*Argopecten irradians irradians*) and the Peruvian scallop (*Argopecten purpuratus*), is distinguished from other scallops by its orange adductor muscles. In this study, to reveal the mechanisms of the formation of adductor muscle coloration in the QN Orange scallops, we compared the proteome and transcriptome of orange adductor muscles of the QN Orange and those of white adductor muscles of the Bohai Red scallop, another strain selected from the interspecific hybrids of the bay scallop and the Peruvian scallop.

**Results:**

Transcriptomic analysis revealed 416 differentially expressed genes (DEGs) between white and orange adductor muscles, among which 216 were upregulated and 200 were downregulated. Seventy-four differentially expressed proteins (DEPs), including 36 upregulated and 38 downregulated proteins, were identified through label-free proteomics. Among the identified DEGs and DEPs, genes related to carotenoids biosynthesis including *apolipophorin*, and Cytochrome P450 and those related to melanin biosynthesis including *tyrosinase* and Ras-related protein *Rab-11A* were found to express at higher levels in orange adductor muscles. The high expression levels of *VPS* (vacuolar protein sorting) and *TIF* (translation initiation factor) in orange adductor muscle tissues indicated that carotenoid accumulation may be affected by proteins outside of the carotenoid pathway.

**Conclusions:**

Our results implied that the coloration of orange adductor muscles in the QN Orange scallops may be controlled by genes modulating accumulation of carotenoids and melanins. This study may provide valuable information for understanding the mechanisms and pathways underlying adductor muscle coloration in molluscan shellfish.

**Electronic supplementary material:**

The online version of this article (10.1186/s12864-019-5717-y) contains supplementary material, which is available to authorized users.

## Background

Color polymorphism, a high-valued trait that appeals to consumers, is common in molluscan shellfish [1], and more variations in color are observed in shell color than in softbody color. Previous studies on coloration in shellfish showed that color polymorphism is inheritable and may be tightly regulated by a set of genes [2–4]. To increase the product value, numerous varieties have been selected on either shell color or softbody color in molluscan shellfish such as the Pacific abalone (*Haliotis discus hannai*), the Pacific oyster (*Crassostrea gigas*), and the Japanese pearl oyster (*Pinctada fucata martensii*) [5–7].

In molluscan shellfish, variations in color are often caused by the presence of different pigments such as pyrroles, melanins, bile, and porphyrins [8, 9]. Carotenoids are the most seen porphyrins in animals. Existing evidence suggests that orange coloration in some mollusks is the result of carotenoid accumulation in these animals [8], although presence of melanins also leads to orange coloration in other animals [10, 11]. Carotenoids in most animals are taken from diets as they are not able to synthesize carotenoids endogenously. Carotenoid accumulation in the adductor muscles of the yesso scallop (*Patinopecten yessoensis*), the bay scallop (*Argopecten irradians irradians*), and the noble scallop (*Chlamys nobilis*) have been reported [12–14]. These carotenoids included pectenolone and pectenoxanthin as seen in the yesso scallop [14, 15]. In the yesso scallop, one genomic region and two SNPs have been found to be associated with coloration as revealed by genome-wide association studies [15]. In the bay scallops, 126 single-nucleotide polymorphisms (SNPs) related to carotenoid accumulation have been detected by Genotyping-by-Sequencing analysis [12]. Despite these efforts, the mechanism underlying carotenoid accumulation in molluscs remains poorly understood and we are still not sure whether other pigments or genetic factors are also involved in adductor muscle coloration.

In our previous studies, two scallop strains, the QN Orange and Bohai Red (Fig. 1), have been selected from the interspecific hybrids of the bay scallop and the Peruvian scallop (*Argopecten purpuratus*). Unlike Bohai Red whose adductor muscles are white, the QN Orange strain was intentionally selected for its orange adductor muscle. It has been found that high contents of pectenolone and pectenoxanthin are present in the QN Orange strain (unpublished). As both strains were selected from the same origin cohort and share the same genetic background, they may thus provide excellent opportunity for studies on adductor muscle coloration in molluscs. In this study, we aimed to identify the potential genes that may be involved in scallop adductor muscle coloration based on transcriptomic and label-free proteomic analyses.

**Fig. 1:**
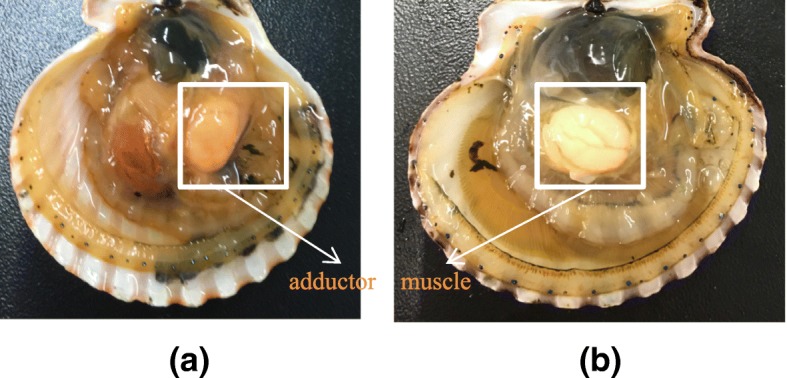
The adductor muscles of QN Orange scallops and Bohai Red scallops. **a** QN Orange scallops with orange adductor muscles; **b** Bohai Red scallops with adductor white muscles

## Results

### Transcriptomic analysis

Illumina sequencing yielded 321,347,360 raw reads (GEO accession number: GSE122451). 

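RNA was sequenced from orange adductor muscles of the QN Orange strain and from white adductor muscles of the Bohai Red strain. There were 3 libraries per colour, and each was made from a pool of 3 muscles, so that a value describes a pool and not a single animal. The sample labels name Bohai Red for all 6 samples, whereas the paper names QN Orange for the orange muscles. Both give the same muscle colours, by which the libraries were grouped here. The authors aligned the clean reads to an unpublished bay scallop genome with Hisat2, counted reads per gene with HTSeq and deposited the values as FPKM, the fragments per kilobase of gene scaled to the depth of the library. The deposited values cover 29249 genes, of which 24393 were above 0 in at least 1 library. Within a gene, FPKM values are whole multiples of the value of 1 read, and this spacing gave the number of reads on genes behind each library. It was 27778084, 31246198 and 36093567 in orange replicates 1, 2 and 3, and 29139439, 27564653 and 29303613 in white replicates 1, 2 and 3. With these totals, 100% of the values above 0 came out as whole reads at one length per gene, within the rounding of the last printed digit. Of 1000 genes whose values had been moved at random by up to 0.1%, 0 did so. The smallest fitting length was taken, which lowers the reads of genes whose reads share a divisor, and the recovered reads add up to between 99.6% and 99.7% of the totals. A test of differential expression was run with limma on log2(FPKM + 0.5) of the 15341 genes with a mean of at least 0.5 FPKM over the 6 libraries. Fold changes are on this scale, which understates the change of low genes, and are positive where expression was higher in orange muscle. As in the paper, DEGs had an adjusted p under 0.05 and an absolute log2 fold change over 1. The median log2 fold change over the tested genes was -0.12, a shift that scaling the libraries by median ratios brought to -0.01. Across genes, Pearson's r between log2 values was 0.937 to 0.958 within the orange libraries, 0.924 to 0.940 within the white libraries and 0.886 to 0.921 between the colours. The first principal component held 40.8% of the variance and separated the orange libraries, at 24.6 to 54.7, from the white libraries, at -52.1 to -13.3. On the second, with 24.3%, orange replicate 1 lay at 44.9 and white replicate 2 at -61.2.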

A total of 157,546,736 clean reads were obtained for white adductor muscles with Q20 values of 96.74–98.33% and 163,800,624 clean reads were obtained for orange adductor muscles with Q20 values of 97.99–98.08%. The total size of the clean data of each sample exceeded 7.0 Gb (Additional file 1: Table S1). Moreover, 91.78–92.63% of the clean reads from white adductor muscles and 92.24–92.75% of the clean reads from orange adductor muscles were aligned to the bay scallop genome (Additional file 2: Table S2).

A total of 416 DEGs, including 216 upregulated and 200 downregulated genes, were identified between the white adductor muscles of the Bohai Red scallops and the orange adductor muscle of the QN Orange scallops (Fig. 2). 

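In limma's moderated test with Benjamini-Hochberg adjustment, 219 of the 15341 genes tested were DEGs, 100 of them higher and 119 lower in orange adductor muscles. At an unadjusted p under 0.05 there were 2757 genes. In each of the 219 DEGs the 3 orange values lay all above or all below the 3 white values, which their selection on these same values favours. Of all tested genes 24.1% showed such a separation, which chance gives for 10% of genes. The number of DEGs changed with single libraries left out. It was 63, 21 and 70 without orange replicate 1, 2 or 3, and 55, 263 and 82 without white replicate 1, 2 or 3. Leaving 1 out leaves 2 libraries in 1 colour, and loss of power was not separated from the weight of a single library. After scaling by median ratios, which removes the shift of all genes toward white, there were 249 DEGs, 128 higher and 121 lower. The alternative that moved the number most was limma voom on the recovered reads, chosen after seeing the data, with 17 DEGs, and a negative binomial test on the same reads, also chosen then, gave 514. Of the alternatives fixed before, the drop to 21 without orange replicate 2 was the largest, and there were 30 with a mean of at least 5 FPKM and 66 without a filter. The files do not pair identifiers with gene names, so the DEGs with the largest changes are given by identifier. The FPKM of evm.TU.Contig1219.18 was 123 ± 37.6 (SD, n = 3 libraries) in orange and 4.05 ± 0.667 (SD, n = 3) in white muscle, from 12816 reads over the orange and 394 over the white libraries. Its log2 fold change was 4.72 (standard error 0.275, limma adjusted p = 0.00232) and stayed between 4.51 and 4.97 with each library left out in turn. Evm.TU.Contig248.85 had 14.6 ± 11.0 FPKM (SD, n = 3) in orange and 0.308 ± 0.444 (SD, n = 3) in white muscle, a log2 fold change of 4.10 (standard error 0.569, limma adjusted p = 0.0238). It rests on 496 and 9 reads, and the spread within the orange libraries was wide, from 56 to 327 reads. Under 7 of 17 alternatives it was no longer past the threshold, among them without orange replicate 2 or 3 or white replicate 3, and its adjusted p ranged from 0.0248 to 0.184 over the alternatives. Among the genes that fell, Novel00060 had 0 reads in each orange library and 413, 139 and 379 reads in white replicates 1, 2 and 3. Against a floor of 3 reads over the orange libraries it was at least 343-fold lower in orange muscle (at least 172-fold against 6 reads, if the 2 mates of each fragment were counted apart), with a fitted log2 fold change of -5.50 (standard error 0.379, limma adjusted p = 0.00370). Evm.TU.Contig548.22 had 1 read in the orange libraries, in replicate 2, against 8001 in the white libraries, where its FPKM was 18.6 ± 8.12 (SD, n = 3). The ratio of white to orange reads per total was 8848 (95% exact interval 1588 to 349540, for counting error only, with a lower limit of 794 if mates were counted apart), and the fitted log2 fold change was -5.16 (standard error 0.315, limma adjusted p = 0.00232). Under voom, neither of these falling genes was past the threshold (adjusted p 0.0938 and 0.0719). Over the alternatives the adjusted p of Novel00060 ranged from 9.15e-16 to 0.0938 and that of evm.TU.Contig548.22 from 6.78e-24 to 0.0719, both lowest values being those of the negative binomial test. From its own DEGs and DEPs the paper selects genes with a known link to carotenoids or melanins. It proposes that genes outside the carotenoid pathway, the DEPs TIF and VPS among them, could indirectly control carotenoid accumulation in orange muscle.

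**Figure D1:**
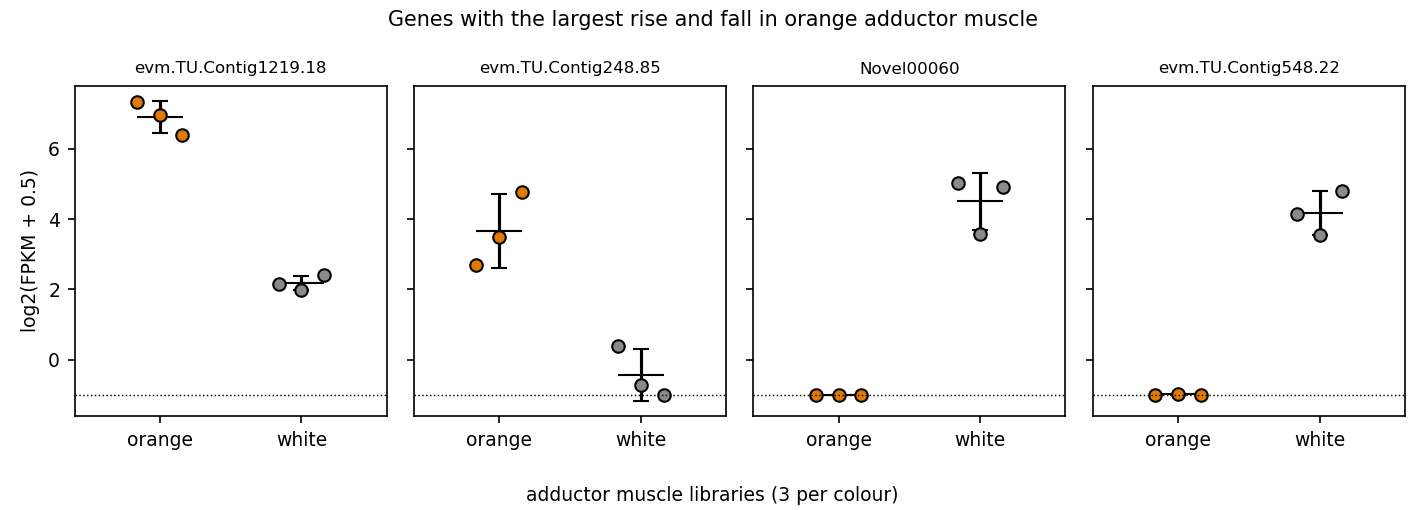
Expression of 4 DEGs as log2(FPKM + 0.5) in each orange and white library, each panel 1 gene. Points are libraries, horizontal marks the group means and bars the SD (n = 3 per colour), and the dotted line is the level of a gene at 0 FPKM; the 3 orange values lie above the 3 white values in the left pair of panels and below them in the right pair.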

GO functional analyses revealed that most of the DEGs were assigned to DNA integration, cellular amino acid biosynthetic process, channel inhibitor activity, channel inhibitor activity, ion channel inhibitor activity, and organophosphate biosynthetic process, as shown in Fig. 3. KEGG pathway analyses of DEGs showed that the most enriched pathways are carbon metabolism, fructose and mannose metabolism, neuroactive ligand–receptor interaction, amino acid biosynthesis, and glycolysis. Two carotenoid-related genes, *apolipophorin* and cytochrome P450 (*CYP450*), and one melanin-related gene, *tyrosinase*, were found to be differentially expressed in the white and orange adductor muscles, which were subsequently verified by RT PCR analysis (Fig. 4).

**Fig. 2:**
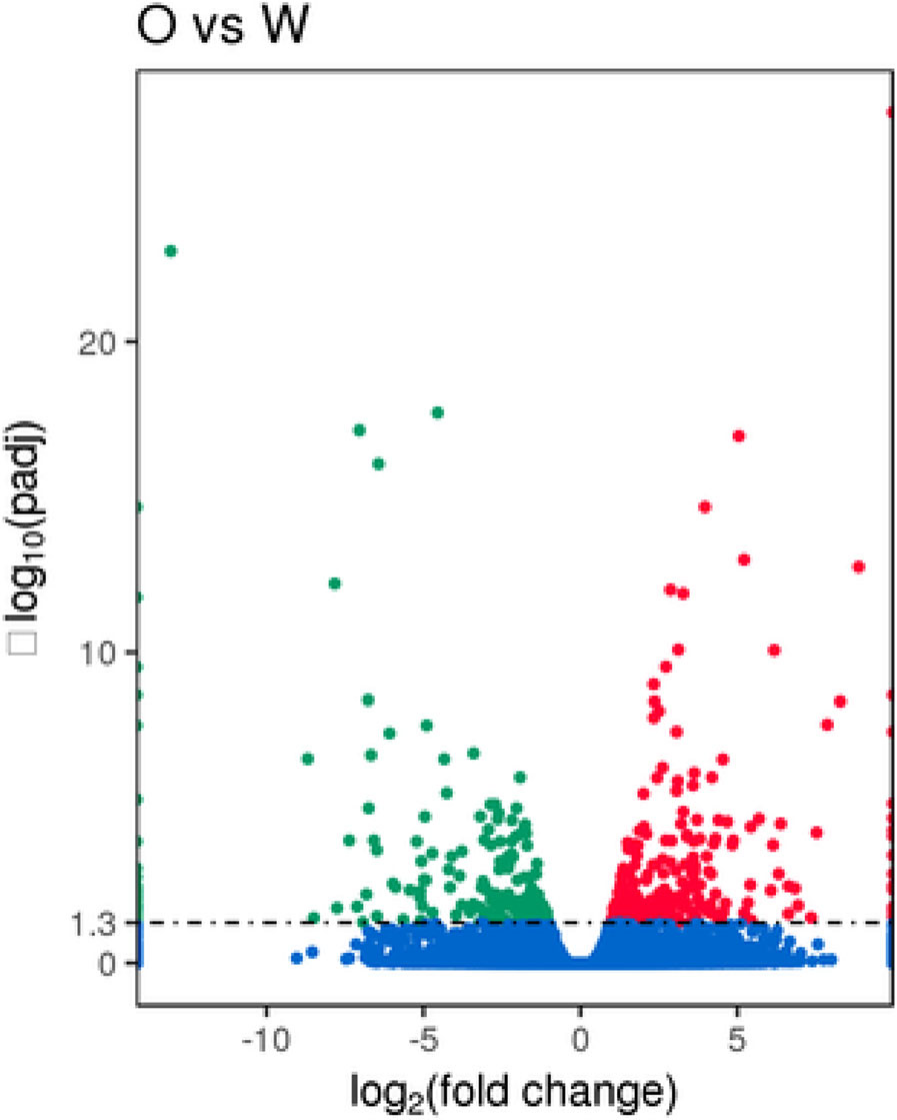
Volcano plots for differentially expressed genes (DEGs) between orange and white adductor muscle samples. Points of the plots represent genes that are significantly differentially expressed. Green points represent up regulated genes of orange adductor muscles, while red circles represent down regulated genes of white adductor muscles. Abscissa represents multiple genes expressed in different samples change; ordinate represents the statistically significant differences in gene expression quantity change. Padj represents the adjusted *p* values. O vs W stands for orange adductor muscle samples versus white adductor muscle samples

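Among the DEGs of the limma fit, log2 fold changes ran from 1.02 to 4.72 in those higher in orange muscle, with a median of 2.24, and from -1.09 to -5.50 in those lower, with a median of -2.0. Their adjusted p from limma lay between 0.00232 and 0.0499. A ratio without a pseudocount has no finite value where all libraries of one colour are at 0. There were 16 genes at 0 FPKM in every library of one colour and at 1 FPKM or more in every library of the other, 8 with reads only in orange and 8 with reads only in white muscle. Of the other 9 ways to divide the 6 libraries into 3 and 3, none gave more than 2 such genes. The number was 22 to 28 with each library left out in turn (26 without orange replicate 3, and 28, 28 and 27 without white replicates 1, 2 and 3), where fewer libraries had to meet either condition. Over the 3 libraries that express them, the 16 genes had between 34 and 1493 reads, and at the same level the libraries of the other colour would have held between 30.7 and 1350 reads. A count of 0 over 3 libraries allows up to 3 reads, so the genes differed by at least 10.2-fold to at least 450-fold, for counting error only and with reads taken as independent. If the 2 mates of each fragment were counted apart, it allows up to 6 reads, and the bounds are 5.12-fold to 225-fold.

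**Figure D2:**
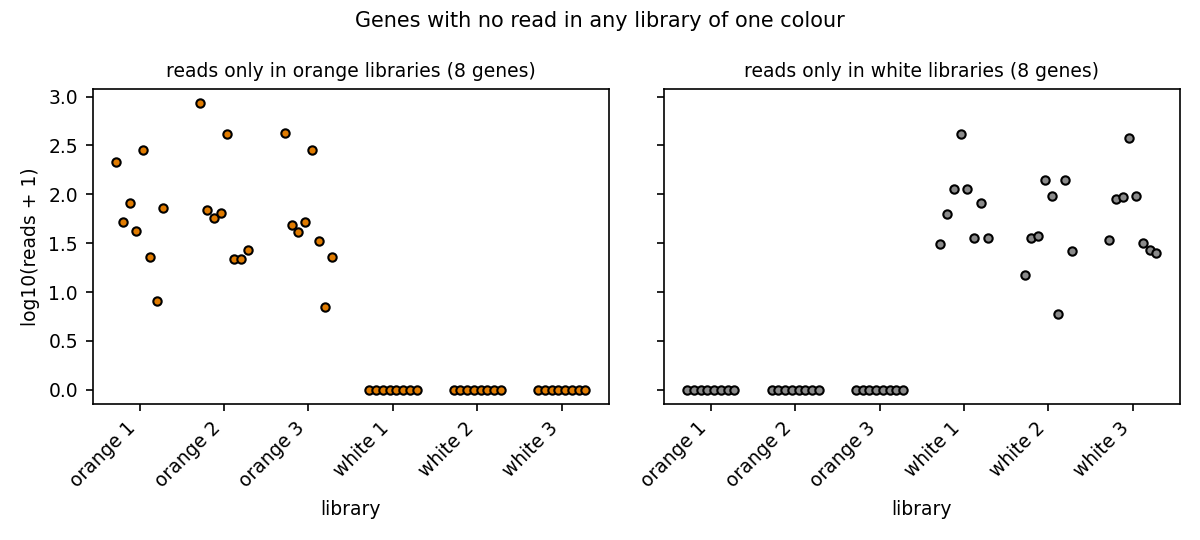
Reads in each library, as log10(reads + 1), of the 16 genes with no read in any library of one colour and at least 1 FPKM in every library of the other. Each point is 1 gene in 1 library, with the 8 genes read only in orange libraries in the left panel and the 8 read only in white libraries in the right panel; the points at 0 are libraries without a read.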

**Fig. 3:**
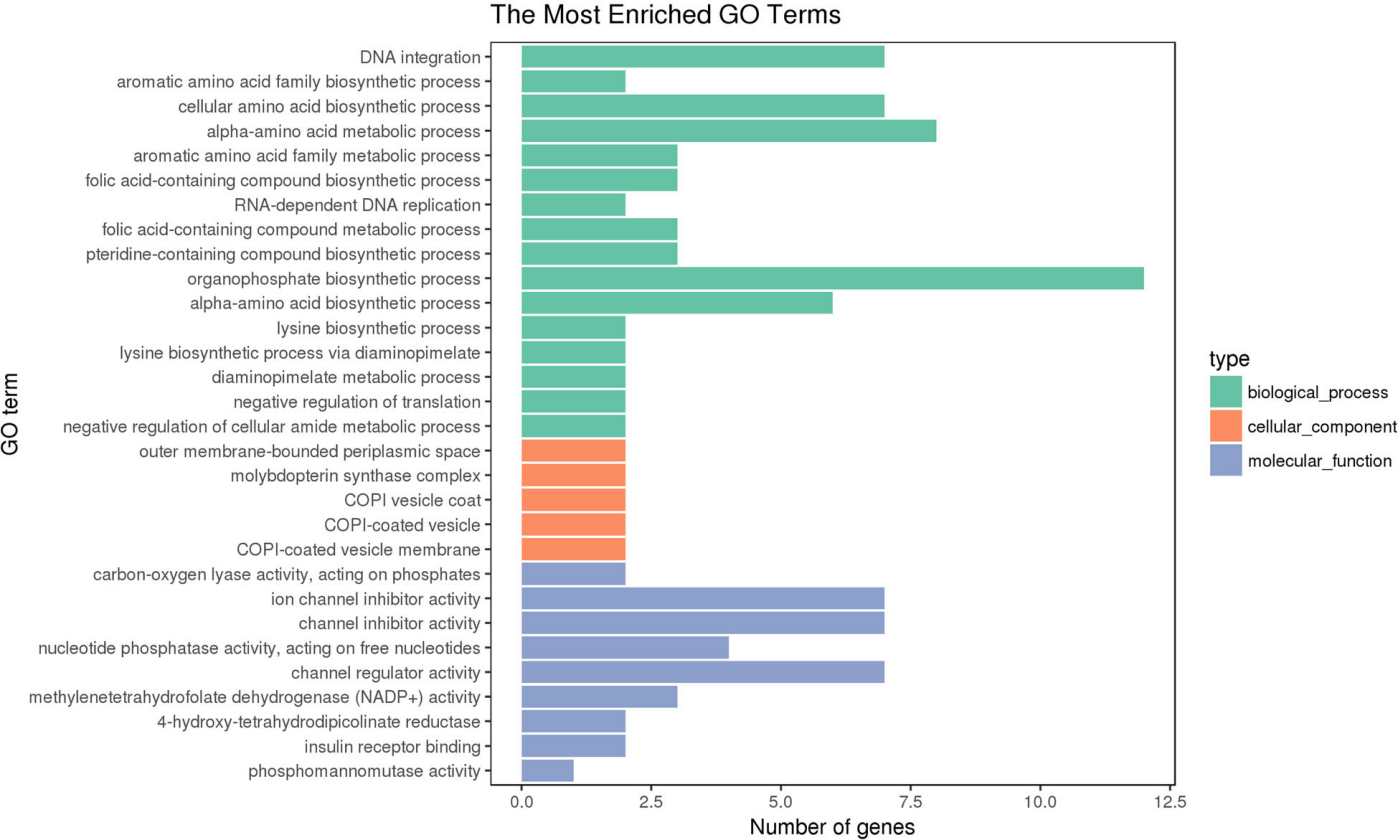
GO distributions of differentially expressed genes (DEGs) from orange and white adductor muscles transcriptomes. GO enrichment of genes and proteins based on biological process (green bar), cellular component (orange bar) and molecular function (blue bar). Abscissa shows the number of genes distributing into different GO terms

**Fig. 4:**
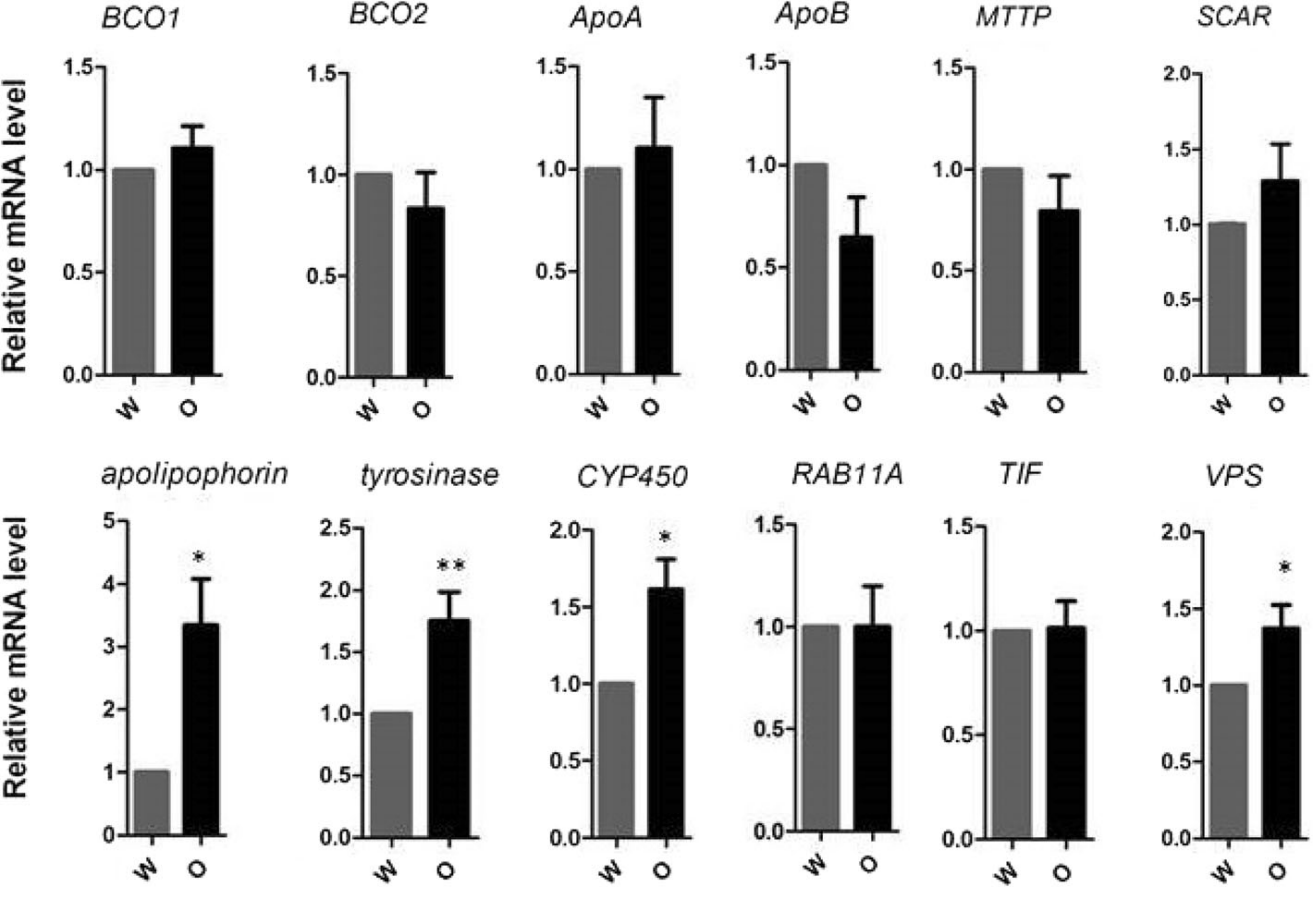
The mRNA expression levels of 12 genes examined by RT-PCR. Expression levels were normalized to β-actin and presented as relative expression to controls (mean ± SD). *W* stands for white adductor muscle samples (gray bar). *O* stands for orange adductor muscle samples (black bar). *P < 0.05; ** *P* < 0.01. *BCO1*, β-carotene15, 15′-monooxygenase; *BCO2*, β-carotene-9, 10′-oxygenase; *ApoA*, apolipoprotein A; *ApoB,* apolipoprotein B; *MTTP*, microsomal triglyceride transfer protein; *SCAR*, scavenger receptors; *CYP450*, cytochrome P450; *RAB11A*, ras-related protein Rab-11A; *TIF*, translation initiation factor; *VPS*, vacuolar protein sorting

Notably, transcriptome data showed that genes known to be related to carotenoid deposition, including β-carotene15, 15′-monooxygenase (*BCO1*), β-carotene-9, 10′-oxygenase (*BCO2*), microsomal triglyceride transfer protein (*MTTP*), apolipoprotein A (*ApoA*), apolipoprotein B (*ApoB*), and scavenger receptors (*SCAR*) were not differentially expressed in two kinds of adductor muscles. These results were also verified with RT PCR (Fig. 4).

### Proteomic analysis

Label-free proteomics yielded 8498 unique peptides and 1154 protein groups (ProteomeXchange identifier PXD011708). A total of 74 proteins were identified to be differentially expressed with 26 upregulated and 24 downregulated in orange adductor muscles, and 10 only present in orange and 14 only in adductor muscles (Additional file 3: Table S3). All DEPs were enriched in 9 GO terms including sulfur amino acid metabolic process, methionine metabolic process, carbohydrate metabolic process, nucleoside metabolic process, hydrolase activity, acting on glycosyl bonds, aspartate family amino acid metabolic process, metal ion binding, and cation binding, as shown in Table 1. Moreover, the most enriched KEGG pathways were other glycan degradation, Kaposi’s sarcoma-associated herpes virus infection, lysosome, VEGF signaling pathway, and cellular senescence. Three proteins related to carotenoid or melanin accumulation were identified to be differentially expressed in the white and orange adductor muscles, namely Ras-related protein Rab-11A *(RAB11A*), translation initiation factor (*TIF*) and vacuolar protein sorting (*VPS*). These results were confirmed by Western-blotting using antibodies against *RAB11A, TIF,* and *VPS* (Fig. 5).

**Table 1:** Enriched GO categories of differentially expressed protein

GO ID	Term	Protein Count	*P* value
GO:0000096	sulfur amino acid metabolic process	3	0.013
GO:0006555	methionine metabolic process	3	0.013
GO:0005975	carbohydrate metabolic process	17	0.023
GO:0009116	nucleoside metabolic process	4	0.024
GO:1901657	glycosyl compound metabolic process	4	0.025
GO:0016798	hydrolase activity, acting on glycosyl bonds	4	0.025
GO:0009066	aspartate family amino acid metabolic process	4	0.025
GO:0046872	metal ion binding	68	0.034
GO:0043169	cation binding	70	0.041

**Fig. 5:**
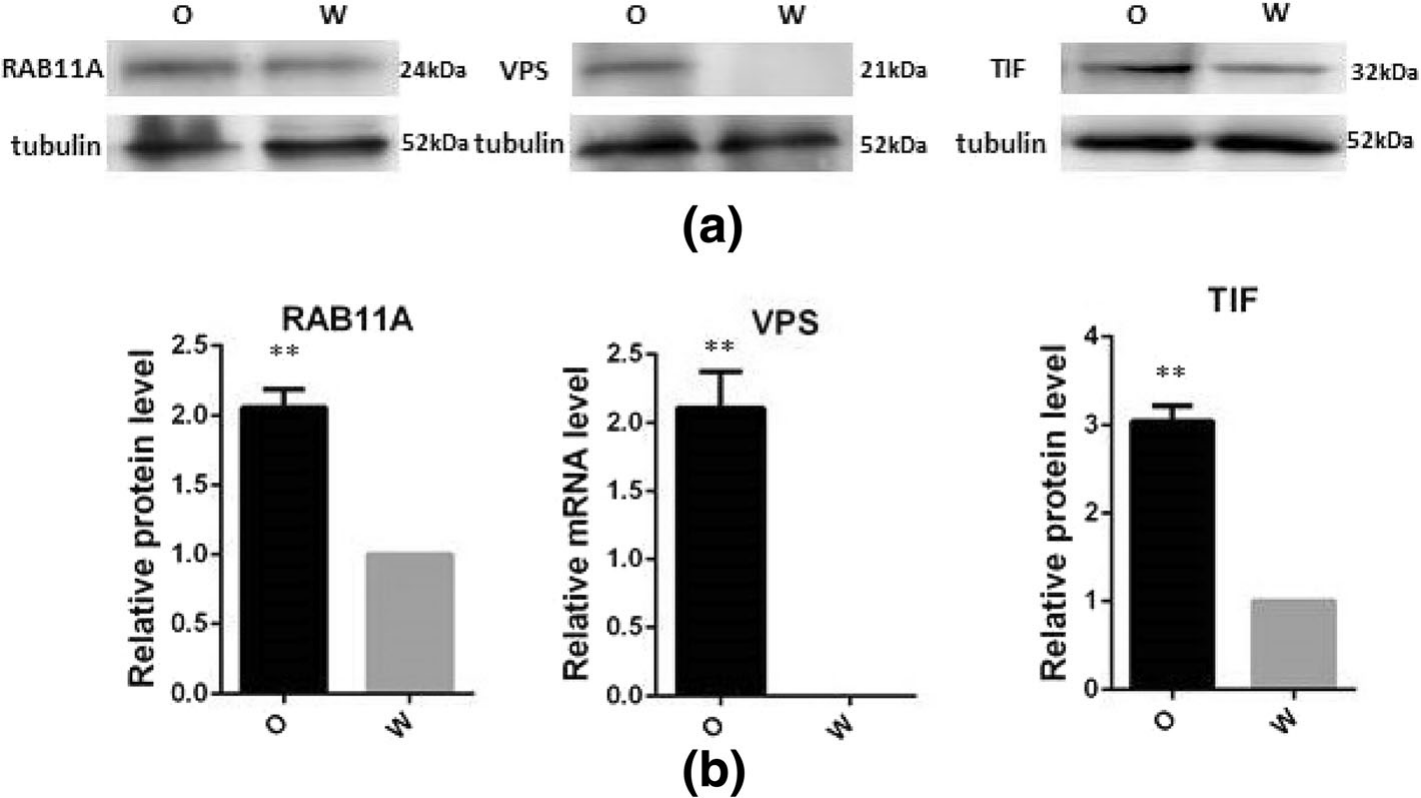
Western blot analysis of *RAB11A, VPS* and *TIF*. **a** SDS-PAGE of *RAB11A*, *VPS* and *TIF*; left of the band was the protein name; right of the band was molecular weight of protein. **b** Protein expression levels of *RAB11A*, *VPS* and *TIF* examined by band intensity. Tubulin was selected as the internal control. W stands for white adductor muscle samples. O stands for orange adductor muscle samples. *P < 0.05; ** *P* < 0.01. *RAB11A*, ras-related protein Rab-11A; *TIF*, translation initiation factor; *VPS*, vacuolar protein sorting

### Transcriptome and proteome association analysis

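Of the proteins in the proteomic comparison, the 74 DEPs of Table S3 were set against the mRNA libraries by gene identifier, and the remaining protein groups were not analysed here. All 74 genes were among those tested. For 50 of the DEPs the table gives a ratio of orange to white, the paper's own value, from 0.266 to 2.61. The p-values given with these ratios equal, within 1%, those of a test with equal variances and no adjustment. Some of the 50 proteins could therefore have been listed by chance. The mRNA log2 fold change had the direction of the protein for 35 of these 50 (exact two-sided binomial test, p = 0.0066). It did so for 32 without orange replicate 2 (p = 0.0649 by the same exact test) and for 34 to 37 with any other library left out. After scaling by median ratios, which removes the shift of all genes toward white, it did so for 39. Across these 50 genes, Spearman's rho between the log2 ratios of protein and mRNA was 0.323 (permutation test, two-sided p = 0.0226) and Pearson's r was 0.179 (permutation test, two-sided p = 0.217). Adjusted over these 3 tests by the Benjamini-Hochberg method, the p-values were 0.0198 for the direction, 0.034 for rho and 0.217 for r. Without white replicate 1, rho was 0.297 (permutation test, two-sided p = 0.0366, adjusted p = 0.0548). Without orange replicate 2 it was 0.324 (permutation test, two-sided p = 0.0216), and its adjusted p rose to 0.0648 only because the p of the direction in the same 3 tests rose to 0.0649. Without the 2 proteins farthest from the median protein ratio, rho was 0.324 and r was 0.175. The test of direction and the correlations are across genes, which are not independent replicates. They are also over proteins that the study chose for their difference. Their p-values therefore do not measure the spread between pools. In the other 9 ways to divide the 6 libraries into 3 and 3, the larger of the counts with the same and the opposite direction was 26 to 32 of 50.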

The association analysis of the transcriptome and proteome data of white and orange adductor muscles revealed a nonlinear relationship between mRNA and protein expression with a Pearson’s correlation coefficient of 0.1907. Fifty-four genes were significantly expressed at protein expression level but not at mRNA level while 27 genes were significantly expressed at mRNA level but not at protein level. No genes were found to be statistically significantly expressed at both mRNA and protein levels (Fig. 6).

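Among the 74 DEPs, 0 were DEGs in the limma test over all tested genes, and 0 had an adjusted p under 0.05 when adjusted over the list alone. At an unadjusted p under 0.05 there were 13, and with either test on the recovered reads, limma voom or a negative binomial test, there were 0 DEGs among them. The count adjusted over the list alone was not stable, at 8 with quantile normalization, 5 with robust empirical Bayes and 1 without orange replicate 2. The list was chosen by the study on proteomes of the same strains. The paper's text gives 9 dissected animals per strain as the source of the RNA and protein pools. It does not state whether an RNA pool and a protein pool held the same animals. The quantified DEPs had at least 36 reads in every library, and the DEPs found in 1 colour only had at least 7. Of the 10 proteins listed only in orange muscle, 4 had a value in all 3 orange samples. Of the 14 listed only in white muscle, 7 had a value in all 3 white samples. A protein without a value in a colour may have been missed there rather than absent. The mRNA of the 10 was higher in orange muscle for 6 and lower for 4, with a median log2 fold change of 0.00. That of the 14 was higher for 5 and lower for 9, with a median of -0.15. The 4 lowest adjusted p from limma belonged to genes named after their values were seen, of which 2 ran against their protein and 2 with it. The mRNA of evm.TU.Contig684.50 was higher in orange muscle, with a log2 fold change of 1.55 (standard error 0.328, limma adjusted p = 0.0724), while the paper's protein ratio of orange to white is 0.420. For evm.TU.Contig57.137 the log2 fold change was 2.26 (standard error 0.490, limma adjusted p = 0.0754), against a protein ratio of 0.439 in the paper. The proteins of evm.TU.Contig323.32 and evm.TU.Contig127.96 are listed only in white muscle, and their mRNA was lower in orange muscle, with log2 fold changes of -1.0 (standard error 0.218, limma adjusted p = 0.0752) and -2.54 (standard error 0.601, limma adjusted p = 0.0933).

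**Figure D3:**
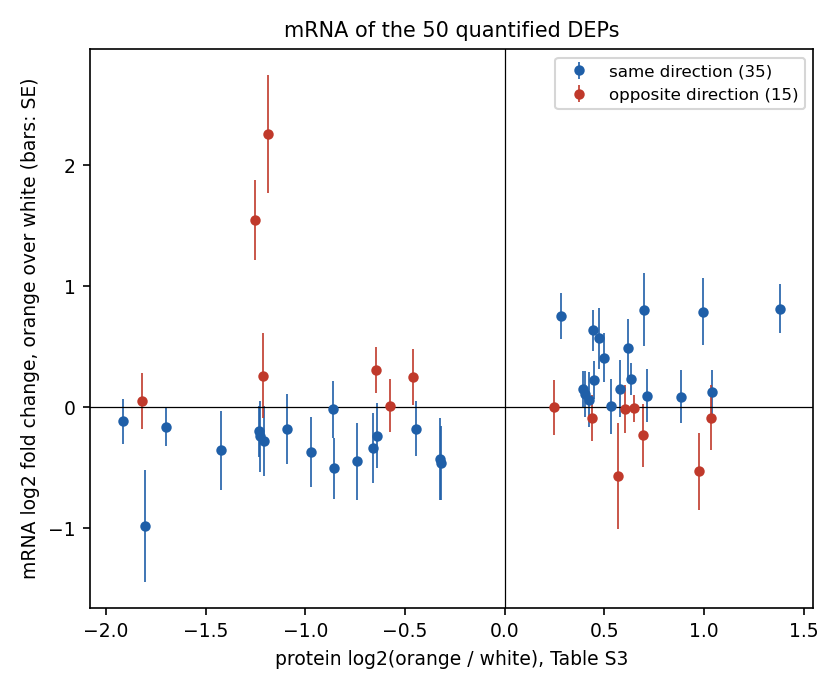
Protein log2 ratio of orange to white from Table S3 (x axis) and mRNA log2 fold change on the log2(FPKM + 0.5) scale (y axis) for the 50 DEPs with a ratio. Each point is 1 gene and bars are the standard error of the mRNA fold change; 35 points have the same sign on both axes and 15 have opposite signs.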

**Fig. 6:**
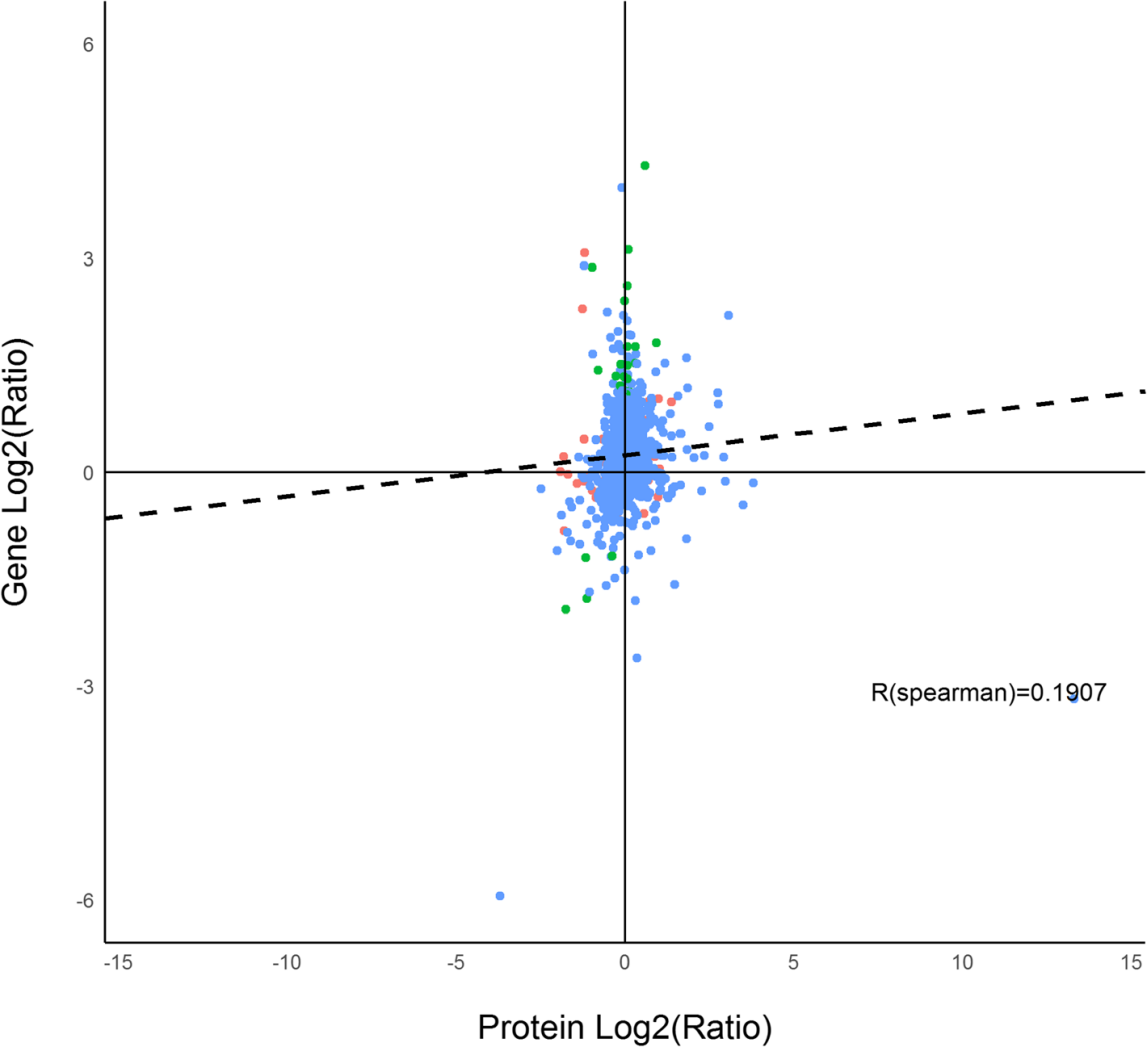
Association analysis of transcriptome and proteome differences between orange and white adductor muscle samples (protein fold changes > 1.2 and mRNA fold change > 2). Abscissa represents Log2-transformed protein fold changes; Ordinate represents Log2-mRNA fold changes. R (spearman) stands for spearman correlation coefficient. Red dots display significant changes of expression in protein levels only; green dots represent significant changes in mRNA expression levels only; blue dots denote no significant change of expression in either mRNA or proteins

### RT PCR amplification and western blotting analysis of candidate genes and proteins related to pigments

The mRNA expression levels of 12 genes and proteins that may be directly or indirectly involved in coloration were evaluated by RT PCR in both orange and white adductor muscles (Fig. 4). The results showed that the expression levels of *Apolipoprotein, CYP450*, *tyrosinase*, and *VPS* were significantly higher in the orange adductor muscles than in the white adductor muscles (*P* < 0.05 or *P* < 0.01) while those of the rest of the genes (including *BCO1*, *BCO2*, *ApoA*, *ApoB*, *MTTP*, *SCAR*, *TIF*, and *RAB11A*) did not significantly differ between the orange and white adductor muscle samples (*P* > 0.05).

Western blotting analysis of *RAB11A* and *TIF* showed that the expression of these genes was significantly higher in the orange adductor muscles than in the white ones. Using a polyclonal antibody against *VPS*, a band (21 kDa) was only detected in orange adductor muscles, but not in the white ones (Fig. 5).

## Discussion

To explore the mechanisms of orange coloration in scallops, we compared the transcriptomes and proteomes of the orange adductor muscles of the QN Orange scallops and the white adductor muscles of the Bohai Red scallops. We then examined the differential expression of genes and proteins that may be involved in the accumulation of carotenoids and melanins, which are believed to be responsible for orange coloration in mollusks.

### DEGs and DEPs related to carotenoid accumulation

Previous study suggested that carotenoid accumulation may contribute to the orange coloration in scallops [14]. We also found that contents of carotenoids including pectenolone, pectenoxanthin and fucoxanthin in the QN Orange scallops are much higher than in the Bohai Red scallop (unpublished). Difference in carotenoid contents between orange and white muscle were thought to be caused by the differential expression of carotenoids absorbance or transport related genes in scallops [16, 17]. Therefore, in this study we first examined the potential mechanism of orange coloration caused by carotenoids.

A set of genes that may be involved in carotenoid metabolism, including BCO1, BCO2, ApoA, ApoB, MTTP and SCAR was identified in the orange adductor muscles of the QN Orange scallops. Among these genes, BCO1 and BCO2 are critical enzymes in deposition of carotenoids [18]. ApoA, ApoB and MTTP play a crucial role in transportation of carotenoids [16]. In pearl mussel *Hyriopsis cumingii*, the hcApo gene expression level existed positive correlation with the total carotenoid content [16]. SCAR recognizes lipoproteins binding carotenoids and facilitates the transfer of carotenoids [17]. In the noble scallop *Chlamys nobilis*, down-regulation of SCAR mRNA by RNA interference remarkably decreased blood carotenoid, providing compelling evidence that SCAR is an ideal candidate gene controlling carotenoid deposition and determining orange coloration [19]. However, mRNA expression levels of 6 genes (*BCO1, BCO2, ApoA, ApoB, MTTP* and *SCAR*) are not different between the white and orange adductor muscles as revealed by transcriptomic analyses and RT-PCR, suggesting that these genes are not the determining factors for the difference in carotenoids between the two types of adductor muscles.

It is interesting to find that 4 other genes, including *apolipophorin*, *TIF*, *VPS* and *CYP450*, which are outside of carotenoid pathway are found to express differentially between two types of adductor muscles in this study. These results suggest that carotenoids accumulation in orange adductor muscles may be controlled indirectly by those genes outside of carotenoid pathway in QN Orange scallops.

#### *Apolipophorin*

Like apolipoproteins, *Apolipophorin* is a member of the large lipid transfer protein superfamily that is responsible for trans-membrane transfer of lipids [20]. The expression of apolipoprotein has been reported to be related to carotenoid synthesis and shell coloration in pearl mussel [16]. Apolipophorins were light yellow in color presumably due to the presence of carotenoids [21]. As *apolipophorin* mRNA was expressed at higher levels in orange adductor muscle, it is possible that *apolipophorin* is also involved in carotenoid transport in the QN Orange scallop.

#### *TIF*

*TIF* encodes a translation initiation factor that functions in protein translation and has been found to increase β-carotene accumulation in scallops [22], although the underlying mechanism remains unclear. *TIF* may promote the translation of the enzymes of the carotenoid pathway. It is interesting to note that in this study, the elevation of *TIF* expression is only seen at the protein level but not at mRNA level. It is possible that only a portion of *TIF* transcripts were translated or maybe the protein level of *TIF* was affected by cotranslational, pretranslational, or posttranslational modifications.

#### *VPS*

*VPS* proteins are involved in the intracellular sorting and delivery of soluble vacuolar proteins. *VPS* has been reported to promote β-carotene deposition, as evidenced by the observation that *VPS* overexpression boosts the expression of genes related to the β-carotene pathway [22]. Furthermore, the gene homolog of *VPS* is necessary for the normal production of the pigment responsible for deep-orange eye coloration in *Drosophila* [23]. Proteome analysis detected the *VPS* protein only in orange adductor muscles but not in white adductor muscles. RT PCR analysis showed high levels of *VPS* mRNA in orange adductor muscle. This finding suggests that *VPS* exerts positive effects on carotenoid accumulation in adductor muscles.

#### *CYP450*

The high mRNA expression of *CYP450* in orange adductor muscles suggests that *CYP450* is also involved in the coloration in QN Orange scallops. In fact, *CYP450* has been reported to be responsible for the transformation of β-carotene through hydroxylation in *Haematococcus* [24]. In birds, carotenoid-related red-orange pigmentation in feathers is controlled by a *CYP450* gene cluster [25]. In marine snails, uroporphyrin is present in yellow-brown and pink-red foot tissues [26]. Uroporphyrin is a cyclic tetrapyrrole and can be either orange, yellow, red, blue, violet, green, or brown [8]. In the formation of uroporphyrin, *CYP450* catalyzes the oxidation of uroporphyrinogen to uroporphyrin [17]. Thus, *CYP450* also likely has an important role in the formation of orange coloration by interacting with several pigments.

### DEGs and DEPs related to melanin accumulation

Melanin may also contribute to the orange coloration in scallops. Presence of melanin results in yellow coloration in guppies (*Poecilia reticulata*) and yellow feathers in birds [10, 11]. In fact, melanin has been reported to contribute to shell pigmentation in mollusks [27, 28]. At the cellular level, melanocytes synthesize melanin within discrete organelles, termed melanosomes, which can be produced in varying sizes, densities, and numbers. The melanosomes can then be transported to other tissues. Quite a few melanogenic factors can modulate pigmentation in either a negative or positive fashion, which is quite complex at cellular level [29]. In this study, we identified three differentially expressed genes and proteins that may be involved in regulation of melanin accumulation in orange adductor muscles. These include *tyrosinase*, *RAB11A* and *CYP450*.

#### *Tyrosinase*

Although the complete pathways of melanin production and regulation are still not clear, numerous enzymes that are crucial for melanin synthesis and regulation in mollusks have been reported [8]. One of these enzymes is *tyrosinase. Tyrosinase* is upregulated in Pacific oysters with golden coloration [30]. The expression levels of *tyrosinase* in the mantles of the red-shelled Japanese scallop (*P. yessoensis*) are higher than those in the mantles of the white-shelled Japanese scallop [31]. Our transcriptome analysis revealed that *tyrosinase* is differentially expressed between orange and white adductor muscles. In addition, our RT PCR results illustrated that the mRNA abundance of *tyrosinase* is higher in orange adductor muscles than in white adductor muscles. These results suggest that *tyrosinase* may play an important role in coloration of QN Orange scallops, possibly through its enhancement on melanin synthesis.

#### *RAB11A*

Our data showed that *RAB11A* was expressed at high protein levels but not at mRNA level in orange adductor muscles. *RAB11A* belongs to the small Rab GTPase superfamily, which is associated with constitutive and regulated secretory pathways. It may be involved in protein transport and may play an important role in melanosome release and transport from melanocytes (www.uniprot.org/uniprot/P62491). Notably, several *RAB* genes can modulate pigmentation by controlling melanosome biogenesis in melanocytes [32]. The results in this study suggest *RAB11A* may be involved in adductor muscle coloration in QN Orange scallops possibly through posttranscriptional regulation.

#### *CYP450*

As discussed earlier, *CYP450* may affect orange coloration through the accumulation of different pigments in QN Orange scallops. In the Pacific oyster, *CYP450* has been found to be differentially expressed in oysters with black tissues, suggesting that the *CYP450* gene may be involved in melanogenesis [33]. Thus the possibility that *CYP450* affects orange coloration through the accumulation of melanin in QN Orange scallops can not be excluded.

### Transcriptome and proteome association analysis

In this study, no genes were found to be differentially expressed at both mRNA and protein levels. This phenomenon may be caused by the limitation in the current proteomic analyses which can reveal only limited number of DEPs. It is also possible that some genes are regulated at post-transcriptional level, not at mRNA level [34]. Some factors, such as microRNAs, may also regulate gene expression by binding to mRNA molecules and preventing translation, and eventually lead to decreased target protein expression [35].

## Conclusions

In conclusion, our transcriptomic and proteomic study revealed that multiple genes and proteins are differentially expressed between white and orange adductor muscles. Among these genes, *Apolipoprotein*, *VPO*, *TIF* and *CYP450* may affect β-carotene accumulation while other genes such as *tyrosinase*, *RAB11A* and *CYP450* may regulate the accumulation of melanin. Coloration in the orange adductor muscles may be controlled by the accumulation of carotenoids and melanin. These results provide new insights into the molecular mechanism underlying the adductor muscle coloration in the QN Orange scallop.

## Methods

### Tissues

QN Orange scallops with orange adductor muscles and Bohai Red scallops with white muscles were obtained from a scallop farm in Laizhou, Shandong Province. Adductor muscles of 9 animals of each strain were dissected and stored in liquid nitrogen individually until use. Three adductor muscles from each strain of scallops were pooled together for RNA extraction and proteins extraction, respectively. Three biological replicates for transcriptomic and proteomic analyses were prepared for total RNA and proteins.

### Transcriptome analysis

Total RNA was isolated with TRIzol reagent (Invitrogen, UK) in accordance with the manufacturer’s instructions. Then RNA purity and integrity were checked using NanoPhotometer® spectrophotometer (IMPLEN, CA, USA) and the RNA Nano 6000 Assay Kit of the Bioanalyzer 2100 system (Agilent Technologies, CA, USA), respectively. Subsequently, mRNA was purified with poly-T oligo-attached magnetic beads, fragmented by First Strand Synthesis Reaction Buffer (NEBNext, MA, USA), and reverse transcribed into cDNA. After purification, end repair and 3′-end adenylation, the cDNA fragments were ligated to NEBNext Adaptor with a hairpin loop structure. Final cDNA fragments with lengths of 250–300 bp were amplified by polymerase chain reactions (PCR) and the PCR products were purified on an AMPure XP system (Beckman Coulter, USA). The library quality was assessed using a Bioanalyzer 2100 system (Agilent, USA), and low-quality reads or reads containing poly-N or adapters were removed from the raw data to obtain high-quality clean reads. The bay scallop (*A. irradians irradians*) genome was used as reference genome (unpublished). Hisat2 v2.0.4 was employed for index calculation and to align the paired-end clean reads of the reference genome [36]. Gene expression level was quantified with HTSeq v0.9.1 [37] and FPKM [38].

DEGSeq R package 1.18.0 [39] was used to analyze differential gene expression in two groups with the filter criteria of false discovery rate < 0.05 and |log_2_FoldChange| > 1. Gene ontology (GO) terms and Kyoto Encyclopedia of Genes and Genomes database (KEGG) pathways were utilized to analyze differentially expressed genes (DEGs) with *P* < 0.05 [40].

### Label-free proteomic analysis

Proteins in the tissues were extracted with SDT lysis (4% sodium dodecyl sulfate, 100 mM Tris/Hcl, and 0.1 mM dichloro-diphenyl-tricgloroethane) and quantified by 12.5% sodium dodecyl sulfate-polyacrylamide gel electrophoresis. Protein enzymolysis was performed using a filter-aided sample preparation method [41]. Peptides were then desalted using C_18_ cartridges (66872-U Sigma), freeze-dehydrated, and redissolved in 40 μL of formic acid (0.1%). Each sample was separated by high-performance liquid chromatography with the liquid-phase system Easy nLC at the flow rate of 300 nL/min with nanoViper C18 column (Thermo Scientific Acclaim PepMap100, 100 μm × 2 cm, nanoViper C18) and C18-A2 column (Thermo Scientific EASY column, 10 cm, ID 75 μm, and 3 μm). Peptides were then analyzed using Q-Exactive (Thermo Scientific) with a survey scan ranging from 300 m/z to 1800 m/z. Full-scan mass spectra were obtained at an automatic gain control target of 1e6, a resolution of 70,000 at m/z 200, and a dynamic exclusion within 60s. After full scanning, high-energy collision dissociation fragmentation was captured with an underfill of 0.1% and a resolution of 17,500 at m/z 200, and normalized at a collision energy of 30 eV.

MaxQuant software 1.5.3.17 [42] was employed to analyze mass spectrum (MS) data. The parameters of the search engine were set as follows: Trypsin was selected as the digestive enzyme; the false discovery rate for protein and peptide was defined as < 1%; the fixed modification was carbamidomethyl; the main search was set at 6 ppm; and the MS tolerance search was set at 20 ppm.

GO terms were assigned using Basic Local Alignment Search Tool (BLAST). Differentially expressed proteins (DEPs) were mapped and annotated with Blast2GO. KEGG pathway analysis was employed to analyze the metabolic pathways present in the orange and white adductor muscles of scallops. DEPs were identified with a threshold of 0.05 and fold change of > 1.2.

### Association analyses of mRNA and protein expression levels

The relationships between protein and mRNA expression levels were assessed through Pearson correlation analysis. The graphical representations of scatter plots were constructed using R program.

### Quantitative real-time polymerase chain reaction analysis

Differentially expressed genes revealed by transcriptomic and proteomic analyses and genes that may be potentially related to adductor muscle coloration were evaluated by real-time polymerase chain reaction (RT PCR). These genes include *apolipophorin, CYP450*, *tyrosinase*, *RAB11A*, *TIF*, *VPS*, *BCO1*, *BCO2*, *MTTP*, *ApoA*, *ApoB*, and *SCAR*. Six orange and six white adductor muscles were selected for RT PCR analysis. Total RNA was isolated using TRIzol reagent (Invitrogen, UK). β-Actin was selected as the reference gene. The cDNA fragments were synthesized with Bestar qPCR RT Kit on a LightCycler 480 RT PCR instrument with Light-Cycler® 480 SYBR Green I Master Kit (Roche, Germany) according to the manufacturer’s instructions. The primers for RT PCR are listed in Table 2. The expression levels of genes were calculated using the comparative Ct method (ΔΔCt). The *t*-tests were performed using SPSS 17.0 for expression analysis and differences were considered significant if *P* < 0.05.

**Table 2:** Primer sequences for RT PCR

Gene name	Primer sequence (5′ to 3′)
*Apolipophorin*	F: CCACCTTTTGATGCTTTCGG
	R: GAGGACGATGGAGAAGTTACC
*CYP450*	F:GCCGCAATCATTCTGAAGTTG
	R: GAAATGCAGGTGTCAGCAAC
*VPS*	F: ATCCAGAGCAGAAGGTTGTAAC
	R: TTGTGAGTGTGACCAGAGATG
*TIF*	F: CCAGAAAGATGTAGGGTTCCG
	R: GTACCATCAAGTTCCTCTCCAG
*BCOD1*	F: GAGGGCGTAAAAGATGAGGTAC
	R: AGGTGCTTGAAGTTGTCCTG
*BCOD2*	F: AATGTTGCCGATCAGTACCC
	R: GCTTCATCGTTTTGGGATCG
*SCAR*	F: ATGGAGACCTGGCTATTTTGG
	R: CAGTCAATGCCATAAAACCCG
*MTTP*	F: CCAGAAAGATGTAGGGTTCCG
	R: GTACCATCAAGTTCCTCTCCAG
*ApoA*	F: ACACAGACCCAGGAAATGAAG
	R: TGTCCACATTCTCCTTGATCG
*ApoB*	F: CTTACCTGAACGTGACCTCG
	R: CTGAAAGTACATCTCCCTGCTC
*RAB11A*	F: TGGCTGGACGAGTTAAAAGAG
	R: TCAGGTCAGTTTTGTTCCCG
*Tyrosinase*	F: CCCTCCCAAGACATCAACAG
	R: CTCTGTAGATAGCACGCAGTTC
*β-Actin*	F: TATGCCCTCCCTCACGCTAT
	R: TTTCACTCTTTCCACCGGCTTT

### Western blotting analysis

Protein lysates isolated from orange adductor muscles and white adductor muscles were used for Western blot analysis as described by Funabara et al. [43]. Proteins were separated through SDS-PAGE and subsequently transferred to polyvinylidene fluoride membranes. The membranes were incubated overnight at 4 °C with primary antibodies. Tubulin was selected as the internal control. The primary antibodies were anti-tubulin (Abcam, ab6160, USA), anti-RAB11A (Abcam, ab65200, USA), anti-VPS (Abcam, ab98929, USA) and anti-TIF (abcam, ab230321, USA). Then, the membranes were rinsed thrice with TBS and were incubated with secondary antibodies (Beyotime, A0208) for 2 h at 37 °C. Gel documentation was observed using AlphaImager® HP (ProteinSimple, 92–13,824-00, USA). Band intensity was quantified with IPWIN software.

## Additional files

Additional file 1: **Table S1.** Summary of RNA-seq results.

Additional file 2: **Table S2.** Basic characteristic of reads mapping to the reference genome.

Additional file 3: **Table S3.** Differentially expressed proteins (DEPs) between the between orange (O) and white adductor muscle (W) samples by the lable free proteomics.

## Abbreviations

*ApoA*: Apolipoprotein A
*ApoB*: Apolipoprotein B
*BCO1*: β-carotene15, 15′-monooxygenase
*BCO2*: β-carotene-9, 10′-oxygenase
*CYP450*: Cytochrome P450
*MTTP*: Microsomal triglyceride transfer protein
*RAB11A*: Ras-related protein Rab-11A
RT PCR: Real-time polymerase chain reaction
*SCAR*: Scavenger receptors
*TIF*: Translation initiation factor
*VPS*: Vacuolar protein sorting

# Supplementary material for: Transcriptomic and proteomic analyses of genetic factors influencing adductor muscle coloration in QN Orange scallops
**Source:** BMC Genomics. 2019 May 9;20:363. doi: 10.1186/s12864-019-5717-y
**Supplement:** Supplementary file 1 — Table S1. Summary of RNA-seq results.

Table S1 Summary of RNA-seq results

| Sample name | Raw reads | Clean reads | clean bases | Q20 (%) | Q30 (%) | GC content (%) |
| --- | --- | --- | --- | --- | --- | --- |
| W1 | 53387492 | 53040488 | 7.96G | 97.93 | 94.09 | 41.81 |
| W2 | 52598890 | 52257600 | 7.84G | 98.33 | 95.01 | 41.51 |
| W3 | 52616336 | 52248648 | 7.84G | 96.74 | 90.92 | 41.65 |
| O1 | 47591002 | 47288406 | 7.09G | 97.99 | 94.2 | 42.53 |
| O2 | 54794314 | 54435520 | 8.17G | 98.06 | 94.41 | 41.88 |
| O3 | 62428212 | 62076698 | 9.31G | 98.08 | 94.4 | 42.19 |

# Supplementary material for: Transcriptomic and proteomic analyses of genetic factors influencing adductor muscle coloration in QN Orange scallops
**Source:** BMC Genomics. 2019 May 9;20:363. doi: 10.1186/s12864-019-5717-y
**Supplement:** Supplementary file 2 — Table S2. Basic characteristic of reads mapping to the reference genome.

Table S2 Basic characteristic of reads mapping to the reference genome.

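Table S2 counts, for each library, the clean reads placed on the genome and the shares of them in exons, introns and between genes. The FPKM values rest on a smaller number, the reads that HTSeq assigned to a gene, which was recovered from the spacing of the values. This number was 62.8% ± 0.552 (SD, n = 3 libraries) of the mapped reads of the table in orange muscle and 59.2% ± 2.12 (SD, n = 3) in white muscle. Every orange library, at 62.2% to 63.3%, lay above every white library, at 56.9% to 61.1% (exact permutation test, two-sided p = 0.1, the smallest that 3 libraries against 3 allow). The paper's own share of reads in exons averages 74.7% ± 1.76 (SD, n = 3) over the orange and 72.1% ± 1.95 (SD, n = 3) over the white libraries, and these ranges overlap (exact permutation test, two-sided p = 0.2). The number of genes above 0 was 19745 to 21204 in the orange and 20293 to 20695 in the white libraries. The 10 genes with the most reads took between 24.4% and 32.0% of the reads on genes.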

| Sample name | | Total reads | Total mapped | Exon | Intron | Intergenic |
| --- | --- | --- | --- | --- | --- | --- |
| W1 | 53040488 | | 48815410 (92.03%) | 74.00% | 5.40% | 20.60% |
| W2 | 52257600 | | 48408586 (92.63%) | 70.10% | 6.10% | 23.80% |
| W3 | 52248648 | | 47956046 (91.78%) | 72.20% | 5.20% | 22.60% |
| O1 | 47288406 | | 43860616 (92.75%) | 76.70% | 5.50% | 17.80% |
| O2 | 54435520 | | 50209559 (92.24%) | 74.20% | 6.00% | 19.80% |
| O3 | 62076698 | | 57579131 (92.75%) | 73.30% | 6.20% | 20.50% |

How the deposited data were processed for this re-analysis (not part of the article)

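The data are 6 RNA-seq libraries of scallop adductor muscle, 3 from orange muscles of QN Orange and 3 from white muscles of Bohai Red, each made from a pool of 3 muscles. The authors removed low-quality reads, aligned the rest to an unpublished bay scallop genome with Hisat2 v2.0.4, counted reads per gene with HTSeq v0.9.1 and deposited FPKM values, 1 per gene and library. The annotation, the strandedness of the libraries and the HTSeq mode are not given in the sources used here. Reads of near-identical genes or of overlapping genes could therefore be divided in ways that cannot be checked. The libraries were grouped by muscle colour, which the sample labels and the paper give alike.

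The number of reads on genes behind each library was recovered from the FPKM values. The ratio of the value of 1 read between libraries gave their relative depth, the spacing of these values over genes gave the totals, and the length of each gene was the smallest, between 100 and 60000 bases, at which all its values were whole reads. For the 74 genes of Table S3, the recovered length was at least the end of the coding region the table gives in 72. The recovered reads served for the depth behind a value, for counting intervals, for the floor of 3 reads over the libraries of a group and for the tests chosen after seeing the data. Intervals and floors cover counting error only and take reads as independent. The libraries are paired-end, and in all 6 the reads on genes came to between 105.5% and 117.5% of the clean read pairs (the clean reads of Table S1 divided by 2), so the unit cannot be 1 count per fragment throughout, if no read was counted more than 1 time. Where both mates were counted, a count of 0 allows 6 reads instead of 3.

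Differential expression was computed in R 4.3.3 with limma 3.58.1 on log2(FPKM + 0.5), with a mean-variance trend, no covariates and Benjamini-Hochberg adjustment, over genes with a mean of at least 0.5 FPKM. The thresholds, an adjusted p under 0.05 and an absolute log2 fold change over 1, are the paper's. The paper's own test, DEGSeq 1.18.0 on counts, was not run here. Correlations across genes had 100000 permutations, and neighbouring genes were compared with 10000 random placements of the DEGs, in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3.

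The genes named were fixed by a rule before the data were examined, as were the tests and the alternatives not marked otherwise. The rule takes each gene of the paper that a table pairs with an identifier, the 2 DEGs with the largest rise and the 2 with the largest fall among those whose orange values lie all above or all below the white values, and any DEP that is a DEG if there are 5 or fewer. Values of the DEPs in Table S3 had been seen when it was written. The files and tables used here do not pair identifiers with names, so apolipophorin, CYP450, tyrosinase and the other genes the paper names have no values here, and GO and KEGG terms were not analysed here.

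The alternatives were another pseudocount (0.1 or 1), no filter or a mean of at least 5 FPKM, scaling by median ratios, quantile normalization, limma without the trend or with robust empirical Bayes, the replicate number as a block, no fold change threshold, and each library left out in turn. Alternatives chosen after seeing the data were limma voom and an exact negative binomial test with pooled dispersions, both on the recovered reads.

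The tests were tested on simulated data with 3 orange and 3 white libraries and 200 changed genes. Over 15305 simulated genes, limma on log2(FPKM + 0.5) recovered 43.5% of the changed genes with 4.4% false among its 91 calls, and limma voom recovered 45% with 5.26% false among 95. Over 22441 simulated genes, the negative binomial test recovered 53.5%, with 14.4% false among 125 calls. The simulated reads were drawn independently for each gene and library, so libraries shared nothing beyond the planted changes. In the data limma called 219 genes and voom 17, a difference that the simulation did not reproduce. Its shares of false calls may therefore not hold for the data. Of 100 random gene lists, 2 had a p under 0.05 in the test of neighbouring genes, and 10 of 10 planted pairs were counted.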

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

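The tests of depth, of other divisions of the libraries and of distance from the reference, and the negative binomial test, were chosen only after this result was seen. In the data, 16 genes had 0 FPKM in every library of one colour and at least 1 FPKM in every library of the other, a signal above what a count of 0 allows. The paper's text reports no level for single libraries, and without names it is not known here whether it discusses any of these genes. Of the 16 genes, 15 were DEGs in the limma fit. Depth is argued against, since the gene with the fewest reads still had 34 in the colour that expressed it, and 30.7 would have been found in the other colour at the same level, against a floor of 3, or of 6 if the 2 mates of a fragment were counted apart. The real division of the libraries gave 16 such genes and each of the other 9 gave 0 to 2. These counts argue against the genes having fallen into the divisions singly and at random. That the libraries as a whole divided this way by chance cannot be excluded, because 1 of 10 divisions is the smallest share possible. Both strains come from hybrids of the bay scallop with another species, and reads were aligned to a bay scallop genome, so a gene could be at 0 because its sequence differs from the reference in that strain. There were 8 genes at 0 in the orange libraries and 8 in the white. Among genes called by the negative binomial test with reads in one colour only, 34 were at 0 in the orange and 17 in the white libraries. Neither count decides it, because a difference in expression could give either, and alleles from the other species may have been kept at different loci in each strain. Whether the gene is missing from the strain, differs too much to align or is silent cannot be told apart from FPKM values. A strain difference in expression remains open and untested.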

How the results depend on the processing

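The tests on recovered reads were chosen only after the results were seen. The number of DEGs, 219 (100 higher and 119 lower in orange), stayed within 1.5 times under 9 of 18 alternatives in all 3 counts. Without a filter it was 66 (35 higher and 31 lower), over 24393 genes, and with a mean of at least 5 FPKM 30 (17 and 13), over 6423 genes. With limma voom it was 17 (13 and 4), all of them among the 219. With the negative binomial test it was 514 (264 and 250), over 24393 genes, with 192 shared with the 219. The cause was not tested. With each library left out in turn, which leaves 2 libraries in 1 colour, it was 21 to 263 (9 to 95 higher and 12 to 168 lower). DESeq2 was not run on the recovered reads.

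Deviations from the colour means correlated at 0.230, 0.151 and -0.189 between orange and white libraries of the same replicate number, so the numbers do not pair the libraries. With a replicate block there were 187 DEGs (81 higher and 106 lower), 137 of them shared with the 219, and 11 neighbouring pairs became 9. The block brought 2 DEPs past the threshold, evm.TU.Contig57.137 (adjusted p = 0.0280) and evm.TU.Contig127.96 (adjusted p = 0.0158, log2 fold change -2.54), both named after seeing the values, and 4 when adjusted over the list alone. In the other 17 alternatives the number of DEPs that were DEGs was 0, and over these the lowest adjusted p of limma lay between 0.0525 and 0.153.

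No filter, no trend, robust empirical Bayes and the block leave the fold changes of the DEPs as they are, so they say nothing about the stability of direction or rho. Median-ratio scaling leaves their order and says nothing about that of rho. Of the 13 alternatives that can change the direction, 12 kept its p under 0.05. With a library left out, the number of DEPs with the same direction was 32 to 37 of 50, lowest without orange replicate 2. Of the 12 that can change Spearman's rho, all kept its sign and an unadjusted p under 0.05, and 10 kept a p under 0.05 adjusted over the 3 tests. The exceptions were without white replicate 1 and without orange replicate 2, the latter through the p of the direction alone, since rho was 0.324 there.

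Neighbouring pairs of DEGs numbered 11, but 7 with a pseudocount of 0.1, 1 with a mean of at least 5 FPKM, 29 with the negative binomial test, and 0 without a filter or with voom, where fewer genes were called. They were 0 to 10 with a library left out. The genes at 0 in one colour numbered 16, but 27 at 0.5 FPKM or more in the other colour, 1 at 5 FPKM or more, 42 with values under 0.1 FPKM taken as 0, and 22 to 28 with a library left out.

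Of the named genes, evm.TU.Contig1219.18 stayed past the threshold in 17 of 17 alternatives. Evm.TU.Contig248.85, with 9 reads over the white libraries, did so in 10 of 17, Novel00060 in 15 of 16 (without the negative binomial test, where its fold change has no finite value) and evm.TU.Contig548.22 in 16 of 17, each of these last with voom as the exception. No named gene changed direction under the alternatives run. Depth limits genes of this level, where 1 read in white replicate 2 was worth 0.108 FPKM.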

Differences from the paper's values

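The paper gives 416 DEGs, and 219 were found here. Of the alternatives fixed before the data were examined, quantile normalization, with 279, lay within 1.5 times the paper's value and the others did not. The paper gives 216 upregulated genes, against 100 higher in orange here; quantile normalization, with 147, lay within 1.5 times and the others did not. The paper gives 200 downregulated genes, against 119 lower in orange here. Without white replicate 2 there were 168, within 1.5 times, and the others, quantile normalization with 132 among them, were not. The exact negative binomial test on recovered reads, with 514 DEGs, 264 higher and 250 lower, also lay within 1.5 times of all 3 values, and was chosen after seeing the values. This test covered 24393 genes, and 14.4% of its calls were false on simulated data, so its closeness does not speak for either number. Which of the paper's DEGs it drops was not counted, since the paper's list of DEGs was not used here.

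The legend of Fig. 2 describes green points as genes upregulated in orange muscle. In the figure green points lie at negative fold changes and its title sets orange against white, and the isolated green point lies at about -13 in Fig. 2, read by eye. Of the genes with reads in both colours, the one with the lowest log2 ratio of orange to white reads was evm.TU.Contig548.22, at -13.05, with 1 read in the orange and 8001 in the white libraries.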

Other observations

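Of the tests here, those of other divisions of the libraries on the number of DEGs, the count of divisions with as many neighbouring pairs and the other divisions at 2 to 10 places were chosen only after the results were seen. The comparison of neighbouring genes with random placement was fixed before the data were examined, but what it would show under each explanation was written down only afterwards. The 6 libraries can be divided into 3 and 3 in 10 ways. For the number of DEGs, for those higher and for those lower in orange, only 1 of 10 divisions, the real one, gave as many. The same was so for the 35 of 50 DEPs with mRNA in the direction of the protein (26 to 32 on the larger side in the other divisions) and for the Spearman's rho of 0.323. With 10 divisions the share cannot be under 0.1, so chance cannot be excluded for any of these.

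One other division gave DEGs. Between orange replicate 1 with white replicates 1 and 3, and the remaining 3 libraries, limma called 79 genes, 76 of them higher in the former, and the negative binomial test called 175, 139 of them higher in the former, whereas the other 8 divisions gave 0 with limma and at most 5 with the negative binomial test. After scaling by median ratios there were still 35, of which 33 were higher in the same libraries, which argues against library scaling as the whole cause. These libraries share no condition in the labels, and no biological explanation was tested.

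Hypothesis: because both strains were selected from hybrids, strain differences in expression may come in linked blocks of genes. Gene numbers in the identifiers give the order on a contig. Among 13391 tested genes with such a position, 163 were DEGs, and 11 adjacent pairs were DEGs in the same direction against 0 in opposite directions. Random placement of the DEGs gave 0.536 pairs on average and 4 at most (permutation p = 0.0001, the smallest that 10000 placements can give), which argues against random placement. However, 8 of the other 9 divisions of the libraries had no DEGs, so lists were taken from the 9 by rank, as the 219 genes with the lowest p among those with an absolute log2 fold change over 1, a rule that returns the DEGs in the real division. These lists, which shared at most 5 genes with the DEGs, had 6 to 12 adjacent pairs, and 4 of 10 divisions, the real one included, had at least 11. A pattern that does not follow colour, such as co-expression of neighbours or gene models that split 1 gene, is consistent with the value of 12, and strain blocks are not needed to account for the number of pairs. Between genes 2 to 10 places apart there were 10 pairs in the same and 5 in opposite directions, against 3.27 in the same direction on average and 12 at most at random (permutation p = 0.0022), and the lists from the other divisions had 3 to 13 in the same direction. At 11 to 30 places there were 2 in the same and 6 in opposite directions (permutation p = 0.960). Whether split models or shared reads account for the adjacent pairs stays open. On contig 548, evm.TU.Contig548.22 and its neighbour evm.TU.Contig548.23, singled out after their values were seen, were both nearly or wholly without reads in the orange libraries (1 and 0 reads).

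Most identifiers are numbered by contig, and 165 of the tested genes, 1 of them a DEG, have identifiers that join 2 or 3 such numbers and were left out of the comparison of neighbours. A further series, that of Novel00060, has no contig. It held 1785 of the tested genes (11.6%) but 55 of the DEGs (25.1%), 40 of them lower in orange. Over 10000 lists of genes matched to the DEGs on mean FPKM there were 25.8 on average and 44 at most, which argues against expression level as the cause. How the authors defined this series is not given in the sources used here, and its models could rest on the same reads, which was not tested. A difference between the strains in these genes stays open.

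In the paper's own tables, the clean reads of Table S1 add up to 321347360, the number the text gives as raw reads, and the raw reads of the table add up to 323416246. Table 2 lists 13 primer pairs, of which 12 are different, because TIF and MTTP have the same pair. In Table S3, 1 of the 50 ratios, 1.19, is below the fold change of 1.2 stated in the methods, and the p-values of all 50 equal those of a test with equal variances on the values in the table, within 1%.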
